A study of Sus scrofa with 6 samples. Its data were reported in "Genome-wide landscape of DNA methylomes and their relationship with mRNA and miRNA transcriptomes in oxidative and glycolytic skeletal muscles" (2016).

How the data were processed

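Methylated DNA immunoprecipitation sequencing (MeDIP-seq) was performed on a back muscle, *longissimus dorsi* (LDM), and a loin muscle, *psoas major* (PMM), of 210 day old female Landrace pigs, with 3 libraries per muscle and 6 in all. In this assay, sonicated DNA is pulled down with an antibody against methylated cytosine, so the read depth at a CpG rises both with its methylation and with the number of methylated CpGs around it. The source name of the samples reads *longissimus dorsi* throughout, and groups were therefore taken from the sample title, which carries the same muscle as the tissue tag. The pigs are described in the study as shared between the muscles, but no label ties equal replicate numbers to the same pig, so the comparison was unpaired. The labels do not say which library came from which animal, and the p-values of the test of each DMR measure the spread between these libraries. Tests of sets take DMRs, genes or chromosomes as units, and their p-values do not measure that spread.

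According to the study's methods, the authors removed low-quality reads, aligned the rest with SOAP to the pig genome with a few mismatches allowed, kept multiply mapped and duplicated reads once, and dropped CpGs under a read depth of 10. The build named in the submitters' processing notes is Sscrofa10.2. The authors then tested the read depth of each CpG between the muscles with a parametric or non-parametric test and joined neighbouring CpGs that differed into differentially methylated regions (DMRs) of 5 or more CpGs. The deposited table used here lists only regions selected in this way on these same 6 libraries. Regions that did not differ were not analysed here, so the test of each DMR describes the size of a listed difference against the spread between libraries. It is not independent evidence for that difference. The tests of sets of DMRs or genes describe the listed regions only. For the same reason, no enrichment of a gene group among all genes could be tested, only the direction and the size of its listed differences.

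The values deposited by the authors are a coverage signal, namely the mean read depth per CpG of the DMR in each library, with each library multiplied by 1 factor. Multiplied by the number of CpGs, 100% of the values in each library were whole multiples of a constant step within a tolerance of 0.1 steps. The step was 1 in LDM replicate 1, 1.04 in LDM replicate 2, 1.08 in LDM replicate 3, 1.21 in PMM replicate 1, 1.16 in PMM replicate 2 and 1.04 in PMM replicate 3. A read lying over several CpGs enters this sum several times, so the values are coverage and no count model was applied. Library totals are not known from the table, and the relative depth before scaling ran from 0.825 in PMM replicate 1 to 1 in LDM replicate 1. The p-value and the false discovery rate of each DMR are also the authors' deposited values. The false discovery rate equalled the Benjamini-Hochberg (BH) adjustment of the listed p-values in all 15633 DMRs within a relative tolerance of 1e-06, so it was adjusted over regions that had already been selected. Positions are given as in the table, counted from 1 with both ends included, on Sscrofa10.2.

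The table holds 18176 rows for 15633 DMRs, since a DMR touching several transcripts or elements has a row for each. A DMR was placed in the first of promoter, gene body, downstream and intergenic that applied. The human symbol in the table was used as the gene name, and the pig symbol where there was none. A spreadsheet program had turned 37 symbols into dates, and these were treated as missing. The column that marks CpG island shores reads yes in 18174 rows, while 1133 DMRs are annotated to a shore, so islands and shores were taken from the annotation columns. Chromosome lengths of this build were not given in the sources used here, and the end of the last listed DMR stood in for the end of a chromosome.

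Depths were analysed as log2(depth + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the variance), with the muscle as the only term and BH adjustment over all listed DMRs at a threshold of 0.05. All differences are PMM minus LDM, and folds are on the log2(depth + 1) scale, which understates the change of regions with little depth. On simulated data, with 100 DMRs changed at each size among 15633, the test recovered 15% of 1.5-fold and 53% of 2-fold changes and made 3 false calls. In the listed DMRs nearly all differ, and 15618 passed 0.05 both with and without adjustment. The simulated adjustment was therefore far stricter, and its recovery does not carry over to the listed DMRs. Direction was compared between sets of DMRs by two-sided Fisher's exact tests, with 95% intervals from 10000 resamplings of 1 Mb blocks, and within 4 classes of CpG density by the Cochran-Mantel-Haenszel method. The 9 comparisons of direction were adjusted together by BH, in the main analysis and in each alternative. Their p-values treat DMRs as independent, whereas the intervals from blocks allow for neighbours that go together. Promoter classes and chromosomes were compared by permutation tests with 100000 resamples, and neighbouring DMRs by 10000 shuffles of the directions within chromosomes. These steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Plots were drawn with matplotlib 3.10.9.

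The tests, the alternatives, the rule for named genes and 18 gene lists were fixed before the data were examined, except that a shortened copy of the DMR table in the study's supplement had been partly seen. For each list, genes with a higher and a lower mean log2 difference over their promoter and gene body DMRs were compared with all other named genes that had such a DMR, with BH adjustment over the lists. The list of GTPase regulators follows a theme that the study drew from these samples. Another list holds genes named by the study, most of them drawn from these samples. The rule named 8 promoter DMRs and 8 gene body DMRs per direction with the largest log2 difference, from those with a symbol, a mean depth of at least 10 in the higher muscle, no overlap between the muscles and, for gene bodies, at least 10 CpGs. It also named up to 2 genes per direction and list with the largest mean log2 difference, the genes named by the study, and the 5 genes with most gene body DMRs. The subtraction of the CpG density trend, the density tests by element and of library slopes, the stratified list tests, the tests of the size of change per list, also with other pseudocounts, and of exons, and the genes that went against the density trend were chosen after the data were seen. For the subtraction, a lowess curve of log2 depth on log2 CpG density, with a span of 0.3, was subtracted from each library. The curve was fitted to the listed DMRs alone, so it contains the usual selected difference at each density. A call that ended under it is therefore not shown to be owed to density.

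Alternatives were other pseudocounts of 0.25 and 4, a mean depth of at least 10 in both muscles, median centring of each library, an authors' P below 0.001, a ratio of at least 1.5, at least 10 CpGs, a replicate block, an unmoderated model, and leaving out each library in turn. The subtelomeric distance of 7 Mb was also set to 5 and 10 Mb, and the neighbour distance of 10 kb to 2 and 100 kb. Some results are left out because their items are withheld.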

Results

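DNA methylation was compared between a glycolytic and an oxidative skeletal muscle of the pig. MeDIP-seq libraries came from *longissimus dorsi* muscle (LDM), a white back muscle rich in fast glycolytic fibres, and from *psoas major* muscle (PMM), a red loin muscle rich in oxidative fibres, with 3 libraries each. The table analysed lists 15633 differentially methylated regions (DMRs), each with the scaled mean read depth per CpG in every library. The mean depth over these DMRs was 38.4, 36.4 and 37.3 in LDM replicates 1, 2 and 3, and 43.4, 43.6 and 44.3 in PMM replicates 1, 2 and 3. The medians ran the other way, at 28.0, 26.2 and 27.1 in LDM and 25.4, 23.8 and 23.9 in PMM. Without a pair of very deep DMRs in *PPAP2A*, left out after the data were seen, the means were 34.1, 32.5 and 33.0 in LDM and 38.0, 38.1 and 38.8 in PMM. The DMRs had a median length of 134 bp, from 9 to 1988 bp, and a median of 7 CpGs, from 5 to 83. They covered 2556.7 kb and 120182 CpGs. The correlation of log2 depth across DMRs, which are not independent replicates, was 0.935 to 0.959 between libraries of a muscle and 0.390 to 0.639 between libraries of different muscles.

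The first question was which regions carried more methylated DNA in which muscle. Among gene body DMRs of at least 10 CpGs with a gene symbol, a large loss in PMM lay in the developmental regulator *LBX1*, 12.2-fold lower than in LDM. The largest gain among such DMRs lay in the first exon of *MAB21L1*, 8.71-fold higher in PMM. Of all 15633 DMRs, 8751 were higher in PMM and 6882 were lower, so 56.0% were higher (95% interval from blocks 54.8 to 57.1). The gains in PMM were more frequent but smaller, with a median fold of 1.80 against 2.61 for the losses. More than 4-fold differences comprised 36 gains and 775 losses. Among DMRs of 10 or more CpGs the balance turned, with 1240 higher and 1838 lower past the threshold. Folds are those with a pseudocount of 1, and with 0.25 or 4 in its place the fold moved by over 1.5 times in 12 and 23 of the 127 named entries. A DMR shared by *MIR181C* and *MIR181D* is counted for each of them.

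With limma, 15618 of the listed DMRs passed the adjusted threshold of 0.05, with 8743 higher and 6875 lower in PMM. In all 15633 DMRs, no library of one muscle overlapped a library of the other, where chance gives 10%. Because the regions had been selected for such a difference on the same libraries, neither count is independent evidence. The median absolute log2 difference was 1.04 and its median standard error 0.18, on the log2(depth + 1) scale. In the authors' deposited table, the p-values ran from 1.3e-07 to 0.00998, and 3256 DMRs had a value below 0.001.

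The direction of a DMR followed its CpG density closely. DMRs were divided into 4 equal classes of CpG density, the number of CpGs over the length of the DMR. From the sparsest class to the densest, the median length fell from 224 to 148, 108 and 64 bp, with medians of 6, 6, 7 and 6 CpGs. Density and length thus went together, and length was not tested apart from density. In the class with the fewest CpGs per 100 bp, 93.9% of 3910 DMRs were higher in PMM, followed by 76.1% and 37.1% in the middle classes and 16.7% of 3908 in the densest class. The densest class minus the sparsest gave -77.2 points (95% interval -78.7 to -75.6). In the sparsest class, the library medians averaged 22.5 ± 0.826 in LDM and 40.4 ± 1.87 in PMM (SD, n = 3). In the densest class, they averaged 27.9 ± 1.71 in LDM and 12.4 ± 1.79 in PMM (SD, n = 3). The libraries of the muscles did not overlap in either class, and an exact permutation test of 3 against 3 cannot go below p = 0.1. The same difference was -76.1 points in promoters, -75.2 in gene bodies, -70.4 downstream of genes and -78.6 in intergenic regions. When a smooth density trend was subtracted from each library, a step chosen after the data were seen, 8872 DMRs passed the threshold. The subtraction lessened the trend in direction but did not remove it, since the densest class minus the sparsest was still -31.3 points. Of the DMRs that passed, 8669 had kept their direction and 203 passed in the other direction.

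**Figure D1:**
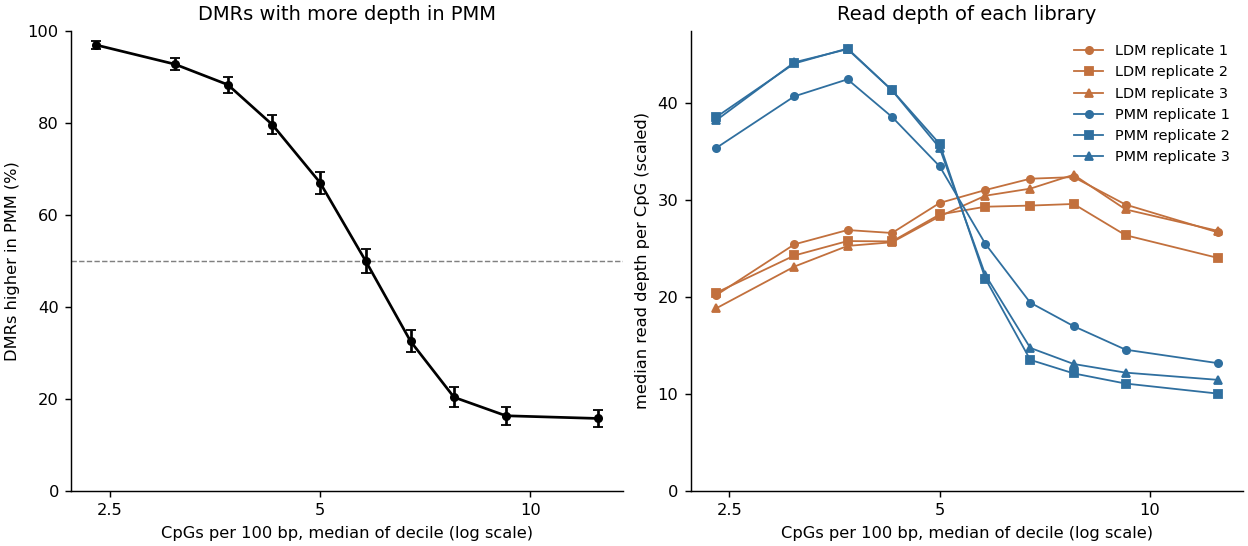
The left panel plots the percent of DMRs higher in PMM (points, with 95% intervals from 1 Mb blocks) and the right panel the median scaled read depth per CpG of each of the 6 libraries, both against the median CpG density of 10 equal groups of DMRs on a log axis. The share fell from 97.0% in the sparsest group to 15.7% in the densest, and in these groups every PMM library lay above every LDM library at the sparse end and below them at the dense end.

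In promoters, genes of embryonic patterning were among the largest gains. The distal promoter of *ISL1*, a LIM homeobox gene of motor neurons and heart progenitors, carried a DMR on chromosome 16 from 32560631 to 32560997 with a depth of 3.46 ± 1.87 in LDM and 18.8 ± 3.12 in PMM (SD, n = 3), 4.75-fold higher. The promoter DMR of the homeobox gene *HOXC6*, on chromosome 5 from 19697874 to 19698018, rose 3.86-fold from 9.16 ± 3.24 to 37.5 ± 9.23 (SD, n = 3). *LITAF*, a regulator of lysosomal sorting, had a promoter loss with a log2 difference of -2.70 (SE 0.80, adjusted p of limma 0.00793). Its PMM libraries were spread widely, at 6.91 ± 6.07 (SD, n = 3), and without the replicate at a depth of 0 the difference was -1.53. The call ended both in the unmoderated model and with the density trend subtracted.

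The other promoter gains named by the rule were in the interferon lambda receptor *IFNLR1* (3.81-fold), the ARF exchange factor *CYTH1* (3.78-fold), the phosphatase *LHPP* (3.51-fold), *MAB21L1* (3.48-fold), *LONRF3* (3.30-fold) and *PHRF1* (3.23-fold). Further promoter losses were in RNU6-513P (6.23-fold), CH242-141J21.1 (6.02-fold), the chromatin accessibility subunit *CHRAC1* (5.77-fold), the phospholipase *PLA2G2F* (5.24-fold), *ANGPTL7* (5.23-fold) and the small nucleolar RNA SNORA2 (5.20-fold). Several of these losses depended on single libraries. When each was left out in turn, the fold ran from 4.23 to 10.3 in RNU6-513P, 3.40 to 7.63 in *CHRAC1*, 3.21 to 6.90 in *PLA2G2F* and 3.69 to 7.96 in *ANGPTL7*. Of the 478 promoter DMRs, 252 were higher and 226 were lower in PMM, and 476 passed the threshold. With the density trend subtracted, 278 of them kept both their direction and the threshold. The library medians over promoter DMRs averaged 26.1 ± 1.49 in LDM and 22.3 ± 1.25 in PMM (SD, n = 3).

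In gene bodies, the DMR in the first intron of *LBX1*, a homeobox gene of migrating limb muscle precursors, on chromosome 14 from 122028358 to 122028541, had a depth of 18.2 ± 3.46 in LDM and 0.668 ± 0.753 in PMM (SD, n = 3). This was a log2 difference of -3.61 (SE 0.38). The *MAB21L1* exon DMR, on chromosome 11 from 11568937 to 11569098, rose from 3.66 ± 1.25 to 38.7 ± 1.33 (SD, n = 3). *ZIC1*, a zinc finger gene of dorsal patterning, rose 5.39-fold in a DMR of 23 CpGs on chromosome 13 from 95428387 to 95429055.

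Further gene body gains lay in the mitotic kinase *NEK7*, in a pair of first intron DMRs (3.98-fold and 2.99-fold), the ubiquitin ligase *HECW2* (3.89-fold), the lymphoid factor *IKZF1* (3.55-fold), *PPP1R36* (2.96-fold) and the ARF exchange factor *ARFGEF2* (2.86-fold). Further losses lay in RP11-723O4.6 (7.93-fold), fibronectin *FN1* (7.43-fold), the pericyte receptor *PDGFRB* (7.12-fold), *PTPDC1* (7.09-fold), the semaphorin receptor *PLXNC1* (7.06-fold) and *UBAP1* (7.05-fold). Leaving out each library in turn gave folds from 4.18 to 12.9 in RP11-723O4.6 and 5.04 to 12.4 in *PLXNC1*, and log2 differences from -3.46 to -2.14 in *FN1*. Losses of the rule in gene bodies had densities from 5.39 CpGs per 100 bp in *PLXNC1* to 8.03 in *PTPDC1*, and of the gains *NEK7* reached down to 1.63. With 20 gene body DMRs each, *ARHGAP26* and the ubiquitin ligase gene *PARK2* had the most, followed by *ARHGAP6* with 16 and *NHS* and *TRAPPC9* with 15 each. Most DMRs of these long genes were higher in PMM, with 15 in *ARHGAP26*, 16 in *PARK2*, 15 in *ARHGAP6*, 11 in *NHS* and 10 in *TRAPPC9*. In *ARHGAP6*, 15 of the 16 DMRs passed the threshold, and in the other genes all did.

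Genes that mark body position during development formed 1 of the 18 lists. Of its 20 genes with a promoter or gene body DMR, 12 were higher and 8 were lower in PMM, while 12 of its 26 DMRs were higher and 14 were lower. All 26 passed the threshold, both over all DMRs and adjusted over the list alone. *HOXD9* (5.73-fold) and *ZIC1* (5.39-fold) were the largest gains, and *LBX1* was among the losses. Without 1 library at a time, *HOXD9* ran from 3.83-fold to 9.27-fold. The list did not differ in direction from other genes (Fisher's exact test p = 0.379, adjusted p = 0.840). Its genes had a median density of 5.31 CpGs per 100 bp, and 19.2% of its DMRs lay in the densest class. The size of these differences is taken up in the closing observations.

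**Figure D2:**
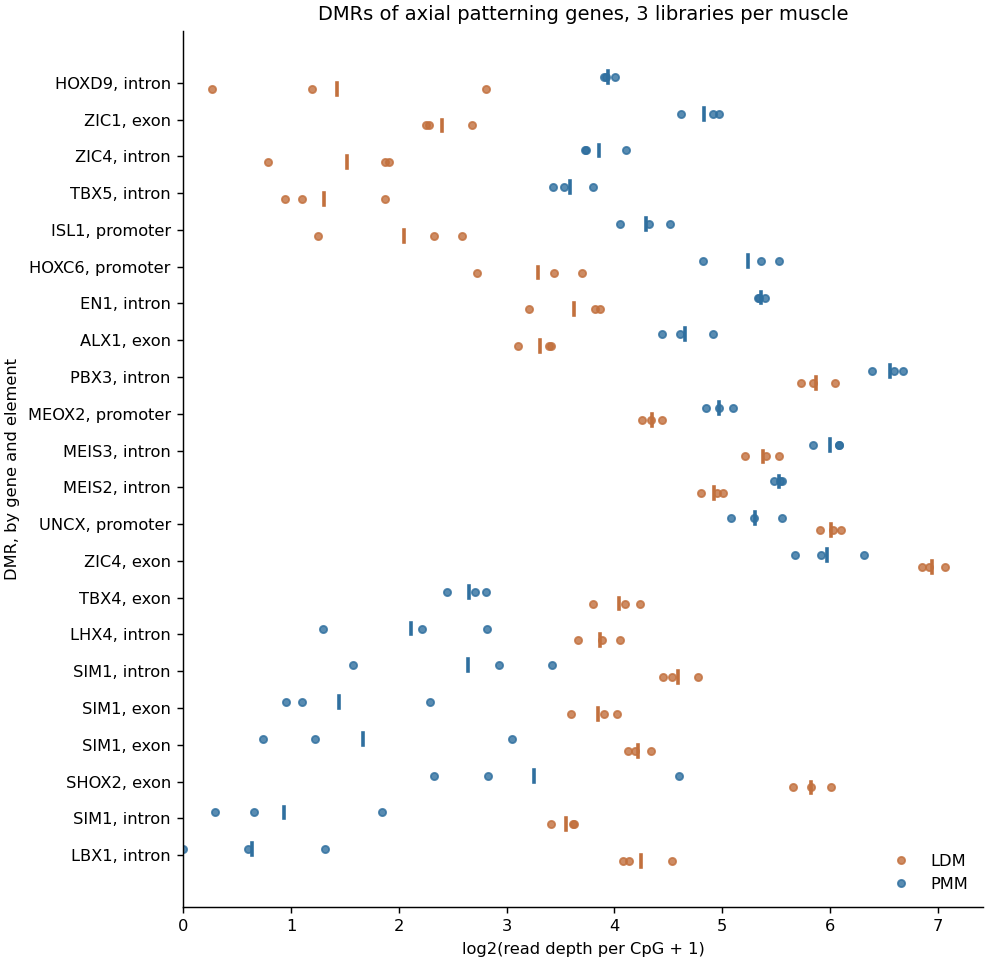
Each row is a DMR in a promoter or gene body of an axial patterning gene, for the genes shown, with log2(read depth per CpG + 1) on the x axis, points for the 3 libraries of each muscle and a bar for their mean. In every row the libraries of the muscles are apart, as in all listed DMRs, from *HOXD9* at the top (log2 difference 2.52) to *LBX1* at the bottom (-3.61).

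The next question was whether the energy metabolism that separates the muscles was matched by a common direction. Of 13 genes of glycolysis and glycogen turnover with a DMR, 10 were higher and 3 were lower in PMM. An intron DMR in the gene of the glycolytic enzyme *GPI* was 2.17-fold higher in PMM. The genes *ENO1* and *GSK3B*, which encodes a glycogen synthase kinase, held DMRs of both directions. In all lists, a gene called higher or lower is so in the read depth of its DMRs, and expression was not analysed here. The share did not pass the test (Fisher's exact test p = 0.0553, adjusted p = 0.602), with 21 of 21 DMRs past the threshold over all DMRs and adjusted over the list alone. The median density of these genes was low, at 4.76 CpGs per 100 bp, and the share stayed short of the threshold once genes were stratified by density. With the density trend subtracted, *GPI* did not pass, and a pair of *GSK3B* DMRs changed sign without passing.

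Of 20 mitochondrial and oxidative genes, 8 were higher and 12 were lower in PMM (Fisher's exact test p = 0.502, adjusted p = 0.867). The dehydrogenase *DLD* (2.79-fold) and the promoter of the complex I subunit *NDUFB7* (2.67-fold) were higher, whereas the fatty acid sensor *PPARD* (3.53-fold) and the complex III subunit *UQCRC1* (2.76-fold) were lower. All 33 of their DMRs passed, both over all DMRs and adjusted over the list alone. The median density of these genes was 5.56 CpGs per 100 bp, and *PPARD*, in the densest class, did not pass once the density trend was subtracted.

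Contractile genes were divided as well. Among 16 sarcomere genes, 9 were higher and 7 were lower in PMM, including the myosin heavy chain *MYH13* (2.64-fold higher), the sarcoglycan *SGCB* (promoter 3.16-fold higher), the Z-disc protein *ACTN2* (4.38-fold lower in its last exon) and the skeletal myosin light chain kinase *MYLK2* (lower by 3.13-fold and 4.30-fold in a pair of DMRs). Among 22 calcium handling genes, 13 were higher and 9 were lower, with the calcium pump *ATP2B2* 2.43-fold and *CAMKK2* 2.11-fold higher and the calcium release channel *ITPR3* 3.26-fold and the store sensor *STIM2* 2.89-fold lower. Among 21 myogenic and fibre-type regulators, 11 were higher and 10 were lower, with *IGF1R* (2.64-fold) and *TCF3* (2.56-fold) higher and the muscle enhancer factors *TEAD3* (3.64-fold) and *TEAD1* (2.75-fold) lower. The Fisher's exact test p-values of these lists were 0.626, 0.400 and 0.830, and the adjusted p-values 0.867, 0.840 and 0.996. All 30, 43 and 32 DMRs passed over all DMRs and adjusted over the list alone. The median densities were 5.21, 5.49 and 5.65 CpGs per 100 bp. *ATP2B2* and *CAMKK2*, both in the sparsest class, did not pass with the density trend subtracted.

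Markers of the other cell types in muscle showed no common direction either. Of 22 vessel and endothelial genes, 12 were higher in PMM, among them *FLI1* (2.81-fold) and the growth factor receptor *FGFR1* (2.74-fold and 2.51-fold), and 10 were lower, among them *PDGFRB* and its ligand *PDGFA* (4.19-fold). Of 12 adipocyte and lipid genes, 6 were higher, with *SCD5* higher in all 6 of its DMRs, and 6 were lower (19 DMRs higher, 10 lower), with the lipid phosphatase *LPIN1* 3.15-fold lower. Of 13 leukocyte genes, 8 were higher and 5 were lower, with *CD8B* 2.11-fold higher and *ITGAL* and *ZAP70* each 3.24-fold lower. Of 26 fibroblast and matrix genes, 9 were higher and 17 were lower by gene mean, although 34 of their DMRs were higher and 26 were lower, with *COL4A4* (6.16-fold) and *THY1* (5.85-fold) the largest losses by the mean over the DMRs of a gene and *LAMC1* (2.08-fold) a gain. By DMR, the matrix list had 56.7% higher, near the 56.9% of other DMRs of named genes. Of 18 nerve and neuromuscular junction genes, 5 were higher and 13 were lower, with *NFASC* (6.75-fold in the larger of its DMRs) lower and *CNTN1* (2.23-fold) higher.

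The Fisher's exact test p-values of these 5 lists, in the same order, were 0.675, 1, 0.420, 0.167 and 0.0956, and the adjusted p-values were 0.867, 1, 0.840, 0.602 and 0.602. Their median densities were 5.24, 6.03, 4.91, 6.19 and 5.96 CpGs per 100 bp, so the adipocyte, matrix and nerve lists were denser than the median DMR at 5.38. Past the threshold were 33 of 33, 29 of 29, 22 of 22, 59 of 60 and 26 of 26 DMRs, with the same counts adjusted over the list alone. With the density trend subtracted, 1 of the *FGFR1* DMRs, the smaller *NFASC* difference and several DMRs of *SCD5* and *TGFBR3* no longer passed, and 2 of the *TGFBR3* DMRs changed sign without passing. With 1 library left out, *THY1* ran from 3.87-fold to 9.35-fold and the larger *NFASC* difference from 4.34-fold to 11.9-fold.

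In signalling, the study's own theme of GTPase regulators held 98 genes with a DMR, of which 46 were higher and 52 were lower in PMM, although 138 of their DMRs were higher and 105 were lower. That share of DMRs, 56.8%, was near the 56.9% of other DMRs of named genes. *CYTH1* and the exchange factor *KALRN*, with 3 DMRs of up to 2.71-fold, were higher, and *TBC1D7* (4.65-fold) and *RASGRP2* (3.63-fold) were lower. Since the study drew this theme from these samples, its count is not independent evidence of a direction. Among 40 insulin, AMPK and mTOR genes, 20 were higher and 20 were lower (44 DMRs higher, 31 lower), with the mTOR inhibitor *DEPTOR* 2.12-fold higher and *INPP4A* 4.47-fold lower. Among 39 Wnt and MAP kinase genes, 24 were higher and 15 were lower, with *PRICKLE2* (3.32-fold) and *LEF1* (2.54-fold) higher and *MAP3K14* (4.06-fold) and *DUSP5* (3.87-fold) lower. The Fisher's exact test p-values were 0.610, 1 and 0.149, with adjusted p-values of 0.867, 1 and 0.602. Past the threshold were 242 of 243, 75 of 75 and 70 of 71 DMRs, also when adjusted over the list alone. The median densities were 5.44, 5.51 and 4.58 CpGs per 100 bp, and the smallest *KALRN* difference did not pass with the density trend subtracted.

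Of 11 imprinted genes, 8 were higher in PMM, including *SGCE* (2.74-fold) and the promoter of *IGF2R* (2.54-fold), and 3 were lower, including *DLK1* (2.46-fold) and *SLC22A18* (2.45-fold). Of 16 genes for enzymes of DNA and histone methylation or its removal, 9 were higher, including *SETD2* (1.97-fold). The other 7 were lower, including *SETD1B* (4.27-fold) and the histone demethylase *KDM5A* (3.08-fold). Of 13 telomere and senescence genes, 6 were higher, including *TEN1* and *GAR1* (1.95-fold), and 7 were lower, including *RBL1* and *ATM* (2.34-fold), while 12 of their DMRs were higher and 9 were lower. The Fisher's exact test p-values were 0.143, 0.626 and 1, and the adjusted p-values 0.602, 0.867 and 1. All 18, 22 and 21 DMRs passed, also when adjusted over the list alone, and 11.1%, 22.7% and 28.6% of them lay in the densest class. The calls of *DLK1*, *TEN1*, *GAR1*, *RBL1* and *ATM* ended with the density trend subtracted.

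Of 3513 named genes with a promoter or gene body DMR, 1744 were higher and 1769 were lower in PMM, and 1177 had several DMRs, of which 535 had all of them in 1 direction. By Fisher's exact test, 0 of the 18 lists passed the adjusted threshold, and 0 had an unadjusted p below 0.05. Stratified by CpG density, both counts were again 0. With each DMR counted in place of each gene, no list passed either (lowest adjusted p of Fisher's exact test 0.267), although the axial, matrix, GTPase and telomere lists had opposite majorities by gene and by DMR. The background turned too, from 49.6% higher among all named genes to 56.9% among other DMRs of named genes. The matrix (56.7%), GTPase (56.8%) and telomere (57.1%) lists lay near that share by DMR, while the axial list had 46.2%.

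**Figure D3:**
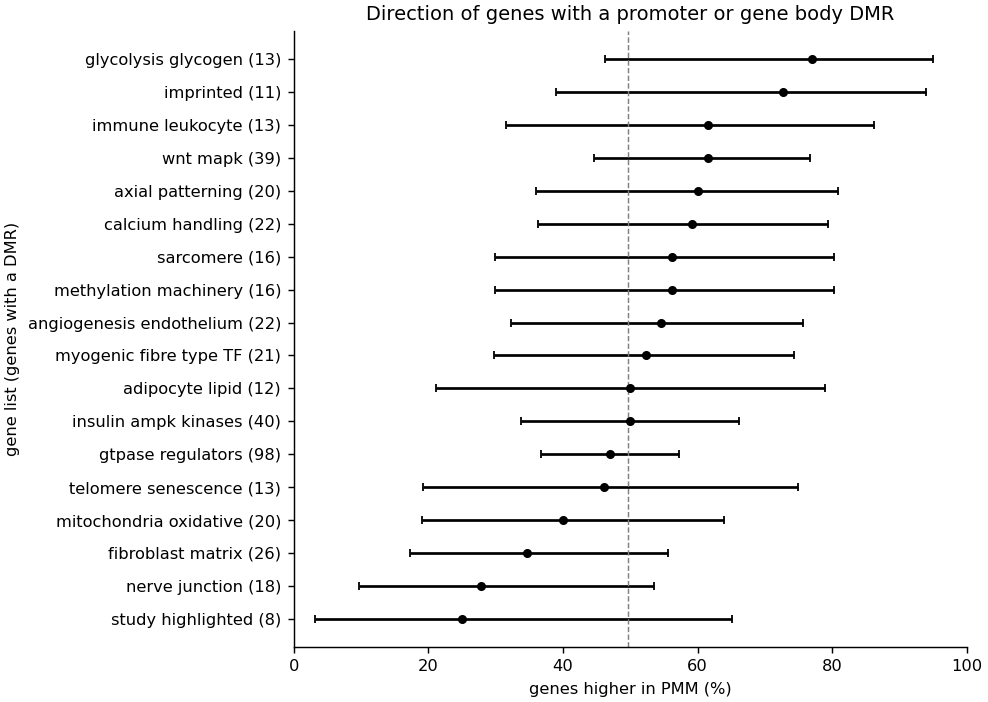
The percent of genes higher in PMM is plotted for each of the 18 lists, with exact 95% binomial intervals, the number of genes with a DMR in parentheses and a dashed line at 49.6%, the share among all 3513 named genes with a DMR. Every interval spans the dashed line, from glycolysis and glycogen at 76.9% down to 2 of the 8 genes named by the study.

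The study set out several genes of metabolism and vessel growth, and these were examined one by one. The hexokinase gene *HK2*, which opens glycolysis, had an intron DMR on chromosome 3 from 71354638 to 71354914 with a depth of 29.0 ± 1.22 in LDM and 49.2 ± 1.82 in PMM (SD, n = 3), 1.67-fold higher. *PFKFB4*, an enzyme that sets the level of a glycolytic activator, had an intron DMR on chromosome 13 from 34492013 to 34492190 that was 1.70-fold higher in PMM, at 23.0 ± 1.44 against 40.0 ± 4.72 (SD, n = 3). Both DMRs were sparse in CpGs, at 2.89 and 3.93 per 100 bp, in density classes where 93.9% and 76.1% of DMRs were higher in PMM. With the density trend subtracted, the log2 difference of *HK2* went from 0.74 (SE 0.11) to -0.04 and did not pass and that of *PFKFB4* from 0.77 (SE 0.14) to 0.24, which did not pass either. The subtracted curve came from the selected DMRs alone, so a DMR with the usual difference of its density loses most of it. This does not show that either difference was owed to density. *TBC1D1*, a GTPase activator in insulin-driven glucose uptake, was 2.54-fold lower in an intron DMR, at 50.0 ± 0.675 in LDM and 19.3 ± 3.46 in PMM (SD, n = 3).

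The promoter DMR of *MIR378A*, on chromosome 2 from 157638303 to 157638397, was 3.81-fold lower in PMM, with 68.9 ± 8.75 in LDM (SD, n = 3). It lay in a density class where 23.9% of DMRs were lower in PMM, and its log2 difference was -1.93 in the main test and -1.87 with the density trend subtracted. A DMR downstream of a second miR-378 copy, ssc-mir-378-2 on chromosome 12 from 38397155 to 38397253, went the other way, 1.59-fold higher in PMM. *MIR181C* and *MIR181D* share 1 promoter DMR, 4.48-fold lower in PMM, and the promoters of *MIR139* (3.34-fold) and *MIR216A* (2.46-fold) were lower too. The call of *MIR216A* ended with the density trend subtracted. Of the 8 genes named by the study with a promoter or gene body DMR, 2 were higher and 6 were lower (Fisher's exact test p = 0.289, adjusted p = 0.840), and all 7 of their DMRs passed, also when adjusted over the list alone. The study chose most of these genes on the same samples, while it named *TBC1D1* from earlier work. Their DMRs were all selected on these samples, so the count is not independent evidence.

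Genomic elements were compared next. Promoter DMRs were higher in PMM in 52.7% of 478 cases and gene body DMRs in 57.9% of 5544, a difference of -5.14 points (95% interval -9.69 to -0.640, Fisher's exact test p = 0.0301, adjusted p = 0.0387). Within density classes the difference was -2.95 points and no longer passed, whereas with the density trend subtracted promoter minus gene body was -5.74 points and passed (Fisher's exact test, adjusted p = 0.0306), so the density controls disagree. At a depth of at least 10 in both muscles it was -0.625 points and did not pass. Nor did it pass at an authors' P below 0.001, a ratio of at least 1.5, 10 or more CpGs or with DMRs of 1 element. Promoter and gene body DMRs together exceeded intergenic DMRs by 2.43 points (Fisher's exact test, adjusted p = 0.00573), which within density classes came to -0.0351 points. Promoters of high, intermediate and low CpG content were higher in PMM in 49.7% of 171, 52.6% of 266 and 67.6% of 37 DMRs, and the classes did not differ by a permutation test (p = 0.137).

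Listed DMRs in CpG islands were mostly lower in PMM. Of 226 island DMRs, 12.8% were higher in PMM, against 57.2% of 14321 DMRs outside islands and shores, a difference of -44.4 points (95% interval -49.2 to -39.1) that came to -15.5 points within density classes. The difference CpG island minus other was -35.5 points with the density trend subtracted and -20.4 points among DMRs of 10 or more CpGs. The library medians over island DMRs averaged 27.2 ± 2.70 in LDM and 9.06 ± 3.49 in PMM (SD, n = 3). Of 1086 DMRs in shores alone, 48.5% were higher in PMM, a difference of -8.70 points (95% interval -12.1 to -5.14) that came to -7.72 points within density classes. The direction of CpG shore only minus other was not stable, since it turned to 1.23 points at a depth of at least 10 in both muscles and 1.67 points at 10 or more CpGs.

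Subtelomeric regions, taken as 7 Mb from each chromosome end because the study had compared them, held 3535 DMRs. Of these, 57.7% were higher in PMM, against 55.5% of 12098 other DMRs, a difference of 2.24 points (Fisher's exact test p = 0.0188, adjusted p = 0.0282). The interval from blocks ran from -0.711 to 5.16 points, and chromosomes went both ways. The subtelomeric share was higher on 10 of 19 chromosomes, with a mean difference of -0.399 points and an SD of 7.10 points over chromosomes (sign-flip permutation test p = 0.809). The largest differences were 14.2 points on chromosome 9 and -13.6 points on chromosome 2. The difference subtelomeric minus other was -0.526 points at 5 Mb and 4.55 points at 10 Mb. It was larger at a depth of at least 10 in both muscles and at 10 or more CpGs. At a ratio of at least 1.5 and an authors' P below 0.001 it no longer passed.

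On chromosome X, 56.9% of 947 DMRs were higher in PMM, against 55.9% of the autosomal DMRs (difference 0.999 points, 95% interval -3.84 to 5.31, Fisher's exact test p = 0.566, adjusted p = 0.566). Among autosomes, the share ran from 47.7% on chromosome 1 to 67.0% on chromosome 18. Neighbouring DMRs with starts within 10 kb had the same direction in 61.8% of 2149 pairs. A permutation test that shuffled the directions within chromosomes gave a median of 51.5% and at most 55.4% (p = 0.0001, the smallest that 10000 shuffles can give), so DMRs near each other were not independent.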

Values the study reported

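The study reported 15,633 DMRs between LDM and PMM. These regions were stated to make up about 0.91% of the genome's length. It placed 5,718 of them in gene bodies and 478 in promoters.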

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

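The subtraction of the density trend, which left the densest class minus the sparsest at -31.3 points, and the stratification of list and island results were chosen after the data were seen; the other alternatives were fixed before the data were examined. Directions are fixed by the selection of non-overlapping libraries: the pseudocounts, the replicate block and leaving out a library changed 0 directions and median centring changed 1, so these settings do not test direction. Leaving out each library in turn gave 15589 to 15604 DMRs past the threshold, with no list past it. The replicate block gave 15606. Same-numbered libraries correlated in their deviations by 0.0377, 0.241 and 0.0185, which does not show that equal numbers mark the same pig. The block changed no call among the 127 named entries, which count the DMR shared by *MIR181C* and *MIR181D* for each gene. The unmoderated model ended 1 call among them, that of *LITAF*, and subtracting the trend ended the calls of 24 that kept their sign and 5 that changed it. Leaving out 1 library moved the fold by over 1.5 times in 12 of them, a pseudocount of 0.25 in 12 and of 4 in 23, so these folds depend on the pseudocount.

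Counts past the threshold under stricter filters fell because fewer DMRs were tested, with 3256 (2222 higher, 1034 lower) at an authors' P below 0.001, 3078 (1240 higher, 1838 lower) at 10 or more CpGs and 3648 lower DMRs at a depth of at least 10 in both muscles. With the trend subtracted, 8872 passed (4736 higher, 4136 lower). The percent of DMRs higher in PMM was 67.3% at a depth of at least 10, 68.2% at P below 0.001, 53.1% at a ratio of at least 1.5 and 52.2% with the trend subtracted, and it turned to 40.3% at 10 or more CpGs. The cause was not tested for these shares.

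Differences of direction were judged by p adjusted over the 9 comparisons in each setting. These p-values treat DMRs as independent, which neighbours were not, so passing is a description only. In the main setting, subtelomeric minus other passed (Fisher's exact test, adjusted p = 0.0282) with a block interval of -0.711 to 5.16 points. LCP minus HCP promoters did not pass (Fisher's exact test, adjusted p = 0.0770) with a block interval of 0.601 to 34.5 points. The difference promoter minus gene body no longer passed at a depth of at least 10 (-0.625 points), P below 0.001 (-9.59), a ratio of at least 1.5 (-4.96), 10 or more CpGs (-5.99), DMRs of 1 element (-5.41) and within density classes (-2.95), but passed with the trend subtracted (-5.74). The difference genic minus intergenic turned to -0.172 with the trend subtracted and -0.0351 within density classes, and rose to 4.16 at a depth of at least 10, 4.22 at P below 0.001 and 9.49 at 10 or more CpGs. LCP minus HCP promoters passed at a depth of at least 10 (24.6 points), did not pass at a ratio of at least 1.5 (21.1), and turned to -12.2 at P below 0.001 and -3.89 within density classes. CpG island or shore minus other fell from -14.8 points to -4.19 at a depth of at least 10 and -7.99 at P below 0.001 and no longer passed at 10 or more CpGs (-3.73), CpG island minus other fell from -44.4 to -20.4 at 10 or more CpGs, and CpG shore only minus other turned to 1.23 at a depth of at least 10 and 1.67 at 10 or more CpGs. The difference subtelomeric minus other no longer passed at P below 0.001 (2.08 points), a ratio of at least 1.5 (0.351) and with the trend subtracted (1.69), and turned to -0.526 at 5 Mb, but rose to 4.55 at 10 Mb, 6.25 at a depth of at least 10 and 14.6 at 10 or more CpGs. X minus autosomes turned to -1.04 at P below 0.001. The percent of neighbouring DMRs with the same direction was 67.6% at a depth of at least 10, 76.9% at P below 0.001, 81.1% at 10 or more CpGs, 55.4% with the trend subtracted, 67.3% within 2 kb and 59.1% within 100 kb. With the trend subtracted, the log2 difference changed sign in GSK3B DMR 3951 (-0.14), GSK3B DMR 3952 (0.22), TGFBR3 DMR 9952 (-0.0790), TGFBR3 DMR 9957 (-0.0568) and HK2 DMR 8708 (-0.0413). The cause was not tested for any of these. With each DMR counted, the majority of the axial list turned to lower, and those of the matrix, GTPase and telomere lists to higher. The other DMRs of named genes were also mostly higher, at 56.9%. Lists past the threshold stayed at 0 in all 19 settings, though 10 of 339 list tests had an unadjusted p below 0.05; promoter DMRs alone gave no value for 3 lists.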

Other observations

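Several tests in this part were chosen after the results were seen, namely those of exon DMRs, of the size of change per list and of the genes against the density trend. The comparison of density classes and its stratification by mean depth were planned before the data were examined, whereas the tests by element and of library slopes were chosen after that pattern was seen.

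Some genes went against the density trend, and those given here were chosen after their values were seen. In the densest class, where 16.7% of DMRs were higher in PMM, the largest gains in promoters and gene bodies included *SETD3*, an actin histidine methyltransferase (3.12-fold), *SH3GLB1* (2.92-fold), the exocyst subunit *EXOC4* (2.90-fold) and *CDKAL1* (2.80-fold). In the sparsest class, the largest losses included *TRAPPC9* (6.92-fold), the neural and muscle patterning gene *SIM1* (6.16-fold), the non-muscle myosin *MYH9* (5.62-fold), the chloride channel *ANO1* (5.11-fold) and the vascular amine oxidase *AOC3* (4.97-fold). In all, 251 promoter and gene body DMRs were higher in PMM in the densest class and 112 were lower in the sparsest. *SIM1* was lower in all 4 of its DMRs, in an exon and intron stretch of chromosome 1.

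The pattern of direction with CpG density was weighed first. The length of the DMRs, which fell as density rose, was not tested apart from density. Read depth in place of density was argued against as the only source. The difference between densest and sparsest of the 4 classes stayed at -71.2 points within classes of mean depth. Direction also followed depth, with 31.6% of DMRs higher in PMM in the shallowest of 4 depth classes and 91.5% in the deepest. Mean depth averages both muscles, so the muscle difference itself moves it. Depth was not tested within density classes, so a part played by depth stays open. A difference in antibody enrichment between the libraries of the muscles may be the source: it would act wherever the DNA lies, and the difference was -70.4 points or beyond in each of the 4 elements. The slope of log2 depth on log2 density varied among the libraries of PMM by 24.0% of the difference between the muscles, a spread that does not by itself account for the gap and with 3 libraries each decides nothing about enrichment from library to library. A true methylation difference that depends on density cannot be told apart from these here, because the muscle difference in slope was 4.17 times the larger range within a muscle and the muscles may also have been enriched apart.

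The second pattern was the size of the differences in axial patterning genes, a list fixed before the data were examined, although *MEIS2*, *PBX3* and *SIM1* stand in the shortened table copy that had been partly seen. Their 26 DMRs had a median absolute log2 difference of 2.10, against 1.25 for random promoter and gene body DMRs matched on density and depth (permutation p = 2.0e-05, the smallest the resampling can give, adjusted over the 18 lists p = 0.00036), and no other list passed. This argues against density and depth, as matched, as its source. Of the 26 DMRs, 13 exceeded 4-fold (5 higher, 8 lower), against 2.90 in matched draws. Among those 13, only *SHOX2* had a mean depth of at least 10 in both muscles, and *LBX1*, for example, had 0.668 in PMM. At that depth in both muscles, 8 genes of the list remained, and the size was not tested there. The large folds thus rest mostly on DMRs with little depth in 1 muscle. With 1 DMR per gene, 20 genes gave 1.90 against 1.23 (permutation p = 4.0e-05), and with all 26 DMRs pseudocounts of 0.25 and 4 gave 2.32 against 1.32 and 1.52 against 1.01 (permutation p = 2.0e-05 for both). A candidate explanation that was not tested is the place in the body where each muscle forms; cell makeup and the selection of the listed regions stay open too.

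The third pattern was the excess of gains in exon DMRs, of which 68.9% were higher in PMM against 56.0% of other gene body DMRs. The difference of 12.9 points (95% interval 9.16 to 16.7) was 7.90 points within density classes (95% interval 4.56 to 11.3). Density may thus carry part of it, and no biological explanation was tested. DMRs touching an exon also had a higher median depth, 31.1 against 27.5 for those touching an intron. Whether depth carries part of the excess was not tested.

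Within density classes the subtelomeric difference was 2.78 points (95% interval 0.426 to 5.07), and the change from the unstratified value had an interval of -0.747 to 1.80 that spans 0. With 0 gene lists past the threshold both before and after genes were stratified by CpG density, that test decides nothing. Of the 10 splits of the 6 libraries into groups of 3, 1 split, the real one, gave 15618 DMRs past the threshold and the highest of the others gave 0. Since the DMRs were selected for a difference in the real split, this outcome was fixed in advance and decides nothing. In addition, 10 splits are too few for a share under 0.05.

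A pair of DMRs in the first intron of *PPAP2A* on chromosome 16 held 32.2% of the depth summed over the CpGs of all DMRs, with depths of 33016.8 ± 2698.6 and 32051.8 ± 935.6 in LDM and 43841.6 ± 465.0 and 41656 ± 1768.6 in PMM (SD, n = 3). Promoter DMRs were annotated to 6 pig miRNA genes.

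The listed DMRs made up 0.0987% of the summed chromosome span of 2589.6 Mb, with the end of the last DMR taken as the end of each chromosome. That is lower than the share of genome length quoted from the study above.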
